# Transgenically-expressed secretoglobin 3A2 accelerates resolution of bleomycin-induced pulmonary fibrosis in mice

**DOI:** 10.1186/s12890-015-0065-4

**Published:** 2015-07-16

**Authors:** Yan Cai, Mitsuhiro Yoneda, Takeshi Tomita, Reiko Kurotani, Minoru Okamoto, Taketomo Kido, Hiroyuki Abe, Wayne Mitzner, Arjun Guha, Shioko Kimura

**Keywords:** Secretoglobin, SCGB, SCGB3A2, Bleomycin-induced pulmonary fibrosis model, Spontaneous resolution of bleomycin-induced pulmonary fibrosis, Transgenic mouse

## Abstract

**Background:**

Secretoglobin (SCGB) 3A2, a cytokine-like secretory protein of small molecular weight, is predominantly expressed in airway epithelial cells. While SCGB3A2 is known to have anti-inflammatory, growth factor, and anti-fibrotic activities, whether SCGB3A2 has any other roles, particularly in lung homeostasis and disease has not been demonstrated *in vivo*. The aim of this study was to address these questions in mice.

**Methods:**

A transgenic mouse line that expresses SCGB3A2 in the lung using the human surfactant protein-C promoter was established. Detailed histological, immunohistochemical, physiological, and molecular characterization of the *Scgb3a2*-transgenic mouse lungs were carried out. *Scgb3a2*-transgenic and wild-type mice were subjected to bleomycin-induced pulmonary fibrosis model, and their lungs and bronchoalveolar lavage fluids were collected at various time points during 9 weeks post-bleomycin treatment for further analysis.

**Results:**

Adult *Scgb3a2*-transgenic mouse lungs expressed approximately five-fold higher levels of SCGB3A2 protein in comparison to wild-type mice as determined by western blotting of lung tissues. Immunohistochemistry showed that expression was localized to alveolar type II cells in addition to airway epithelial cells, thus accurately reflecting the site of surfactant protein-C expression. *Scgb3a2*-transgenic mice showed normal lung development and histology, and no overt gross phenotypes. However, when subjected to a bleomycin-induced pulmonary fibrosis model, they initially exhibited exacerbated fibrosis at 3 weeks post-bleomycin administration that was more rapidly resolved by 6 weeks as compared with wild-type mice, as determined by lung histology, Masson Trichrome staining and hydroxyproline content, inflammatory cell numbers, expression of collagen genes, and proinflammatory cytokine levels. The decrease of fibrosis coincided with the increased expression of SCGB3A2 in *Scgb3a2*-transgenic lungs.

**Conclusions:**

These results demonstrate that SCGB3A2 is an anti-fibrotic agent, and suggest a possible therapeutic use of recombinant SCGB3A2 in the treatment of pulmonary fibrosis.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12890-015-0065-4) contains supplementary material, which is available to authorized users.

## Background

Secretoglobin (SCGB) 3A2, also called UGRP1 (uteroglobin-related protein 1), is a member of the SCGB gene superfamily, consisting of cytokine-like secretory proteins of small molecular weight (~10 kDa) [1–3]. SCGB3A2 is highly expressed in airway Club cells, while low expression is observed at the growing tips of bronchi around embryonic day (E) 11.5 of mouse gestation [4]. SCGB3A2 plays a role in lung development as demonstrated using *ex vivo* embryonic lung organ cultures in the presence of SCGB3A2, and *in vivo* by administration of SCGB3A2 to pregnant female mice, followed by examination of pre-term pups [4]. Recently, SCGB3A2 was shown to be an early marker for Club cells (formerly called Clara cells) in conjunction with Notch signaling. Expression of SCGB3A2 appears earlier than SCGB1A1, the founding member of the SCGB gene superfamily, also called Club cell secretory protein (CCSP) or Club cell 10 kDa protein (CC10). SCGB1A1 was previously thought to be the only definitive marker for Club cells [5].

SCGB1A1 is the most well-characterized SCGB protein, exhibiting anti-inflammatory, anti-fibrotic, and immunomodulatory functions [6–9]. SCGB1A1 possesses phospholipase A_2_ (PLA_2_) inhibitory activity, which was thought to be at least partially responsible for the anti-inflammatory and immunomodulatory activity of SCGB1A1 [10, 11]. SCGB1A1 also exhibits tumor suppressor activity as demonstrated by decreased invasiveness of human lung adenocarcinoma-derived A549 cells *in vitro* [12], and the increased incidence of tumors in chemical carcinogenesis bioassay and the increased lung metastasis of B16F10 melanoma cells using *Scgb1a1*-null mice *in vivo* [13, 14].

SCGB3A2 also exhibits anti-inflammatory and anti-fibrotic activities [15, 16]; the anti-inflammatory function was originally suggested by the fact that *Scgb3a2* mRNA levels were reduced in the lungs of fungal-induced allergic inflammation model mice, which was almost restored by dexamethasone treatment [3]. Further, in the ovalbumin (OVA)-induced airway inflammation model mice, reduced levels of lung *Scgb3a2* mRNA were inversely correlated with the increased levels of proinflammatory cytokines, IL-5 and IL-9 in bronchoalveolar lavage fluid (BALF) [17, 18]. When OVA-induced airway inflammation model mice were intranasally administered recombinant adenovirus expressing SCGB3A2 before OVA challenge, OVA-induced airway inflammation was suppressed [15]. Lastly, *Scgb3a2*-null mice when subjected to OVA-inflammation model, showed exacerbated airway inflammation [19]. On the other hand, anti-fibrotic activity of SCGB3A2 was demonstrated by using a bleomycin (BLM)-induced mouse pulmonary fibrosis model [16]. This activity was through SCGB3A2-induced STAT1 phosphorylation and increased expression of inhibitory SMAD7, which inhibited the TGFβ signaling, resulting in reduced expression of various collagen genes and development of fibrosis [16] SCGB3A2 can also be used as a marker for pulmonary carcinomas in mice and humans [20, 21]. Taken together, SCGB3A2 has multiple biological activities, playing a role in lung homeostasis and function, and influencing various lung diseases. Whether SCGB3A2 possesses any other activities and the mechanisms for these activities have yet to be determined.

To understand the role of SCGB3A2 in lung homeostasis and diseases, an *Scgb3a2*-transgenic mouse was established that over-expresses SCGB3A2 in a lung-specific fashion under the control of the human surfactant protein C (SP-C) gene promoter. Detailed characterization demonstrated that the lungs of *Scgb3a2*-transgenic mice were histologically and functionally normal as compared to wild-type. When subjected to the BLM-induced pulmonary fibrosis model, however, they exhibited increased fibrosis at 3 weeks post-BLM administration, which was more quickly resolved by 6 weeks as compared to wild-type mice. These results demonstrate that SCGB3A2 has anti-fibrotic activity and suggest a potential use of SCGB3A2 as a therapeutic agent in treating lung fibrosis.

## Methods

### Transgenic construct

An expression plasmid with the human SP-C gene promoter (3.7 kb) cloned into pUC18 vector with SV40 small T intron and poly A (0.4 kb) (SPC3.7-SV40-pUC18), was provided from Dr. Jeffrey Whitsett (University of Cincinnati, OH) [22]. The mouse *Scgb3a2* cDNA that covers the entire protein coding sequence (50–427) was inserted into the SPC3.7-SV40-pUC18 plasmid. The resultant SPC3.7-SCGB3A2-SV40-pUC18 was double-digested with restriction enzymes, *Nde* I and *Not* I. The linearized SPC3.7-SCGB3A2-SV40 fragment was purified before microinjection into pronuclei of C57BL/6NCr mouse eggs. Production of *Scgb3a2*-transgenic mouse lines was confirmed by Southern blotting of genomic DNAs isolated from clipped mouse-tails.

### Northern blotting

Total RNA (3 μg) isolated from adult lungs of wild type and *Scgb3a2*-transgenic mice was electrophoresed on 1 % agarose gel containing 0.22 M formaldehyde and transferred onto nitrocellulose membrane (Immobilon-Ny+, Millipore, Billerica, MA). Filters were hybridized with SCGB3A2 probe obtained from *Eco* RI digestion of the SCGB3A2/pCR2.1 construct. Hybridization was performed in Perfect Hybridization solution (GE Healthcare Life Sciences, Piscataway, NJ) at 68 °C overnight. The membrane was washed twice with 2 x SSC containing 0.1 % SDS at 68 °C for 30 min, followed by exposure to a phosphoimager screen (Storm 840, GE Healthcare Life Sciences, Piscataway, NJ). Data processing was carried out using ImageQuant TL 2005 software (GE Healthcare Life Sciences).

### Western blotting

Lung from wild type and transgenic mice were frozen and crushed in 50 mM Tris-HCl, pH 8.0, 5 mM EDTA, 1 mM DTT, 1 mM phenylmethylsulfonyl fluoride (PMSF) with protein inhibitor cocktail (Roche Applied Science, Branford, CT). Protein concentrations were determined by Bradford assay (Bio-Rad Laboratories, Hercules, CA) with bovine serum albumin (BSA) as standard, and samples were mixed with equal volume of 2 x SDS sample buffer (125 mM Tris-HCl, pH 6.8, 4 % SDS, 20 % glycerol, 0.1 % mercaptoethanol). Ten microgram of sample was applied in each well of 20 % polyacrylamide gel and was run with running buffer of 50 mM Tris, 384 mM glycine, 2 % SDS. After electrophoresis, protein was transferred to Polyvinylidene fluoride (PVDF) membrane using a tank transfer system (Mini Trans-Blot Cell, Bio-Rad) with blotting buffer (50 mM Tris, 40 mM glycine, 20 % methanol) and electric field of 30 V for 6 h. To visualize SCGB3A2 band, PVDF membrane was treated as follows; 1 h blocking with PBST (phosphate buffered saline + 0.05 % Tween 20) +5 % BSA, 3 h incubation with 0.2 μg/ml polyclonal rabbit anti-SCGB3A2 IgG in PBST + 5 % BSA, PBST wash 3 times, incubation with 0.1 μl/ml horseradish peroxidase (HRP)-linked anti-Rabbit IgG F(ab’) fragment (GE Healthcare, NA9340) in PBST + 5 % BSA, and PBST wash 3 times before ECL plus (PerkinElmer, Waltham, MA) reaction. Polyclonal rabbit anti-SCGB3A2 antibody was produced as previously described [3]. The anti-SCGB3A2 IgG was purified using the Montage antibody purification kit (EMD Millipore, Billerica, MA) and used for all experiments. Labeled proteins were visualized using a SuperSignal West Pico Substrate (Thermo Scientific, Rockford, IL), and signals were detected using FluoChem HD2 System (ProteinSimple, San Jose, CA).

### Animal studies

All animal studies were carried out after approval by the National Cancer Institute Animal Care and Use Committee. Mouse embryonic lungs were collected from wild-type and *Scgb3a2*-transgenic pregnant females at various embryonic days (E). Noon of the day on which a vaginal plug was found was considered as E 0.5. Branching degree of *ex vivo* cultured embryonic lungs were counted after 3 days of culture as previously described [4]. Breathing score assessment was performed as previously described [4] according to the criteria described by Ozdemir et al. [23]; 0, no breathing; 1, gasping; 2, gasping/labored breathing; 3, labored breathing; 4, labored breathing/unlabored breathing; 5, unlabored breathing. For the BLM-induced pulmonary fibrosis model, mice of approximately 8 weeks old (at least 5 mice per group) were intratracheally intubated and dosed with BLM (1.2 U/kg) at day 0. Mice were killed on 3, 6, and 9 weeks after BLM intubation, and bronchoalveolar lavage (BAL) fluids obtained by lavaging lungs with 1 mL PBS [16]. The collected BAL fluids were used for counting and differentiating inflammatory cell numbers with Cytospin 4 (Thermo Scientific). PBS-treated mice killed at 3 weeks were used as normal control. Experiments were repeated more than 2 times, and the combined data points were used for analysis.

### ELISA

SCGB3A2 protein levels were determined by ELISA as previously described [24]. Briefly, samples diluted with a coating solution (500 mM bicarbonate buffer, pH 9.6), were applied onto each well of 96-well plates and the plates were incubated at 4 °C overnight. Calibration curves were constructed with twelve points by serially diluting a solution of recombinant mouse SCGB3A2 (1 μg/ml). The plates were washed four times with washing solution (PBS, pH 7.4 containing 0.5 % of Tween), followed by addition of blocking buffer (PBS, pH 7.4 containing 1 % of BSA) to each well. After incubation for 2 h at 37 °C, the plates were washed four times with the washing solution. Purified anti-mouse SCGB3A2 IgG [3] was applied to each well and the plates were incubated for 4 h at 37 or 4 °C overnight. The plates were washed seven times with the washing buffer. One hundred μl of ECL anti-rabbit IgG HRP-linked F(ab’) fragment (from donkey) was added to each well and the plates were placed at 37 °C for 2 h. After further washing, the amount of SCGB3A2 was determined by addition of 3,3′,5,5′-tetramethylbenzidine (TMB, Sigma) and was read at 450 nm after stopping the reaction by adding 1 N HCl.

### Lung histological analysis

Lungs were fixed in 4 % paraformaldehyde for one day at 4 °C, dehydrated, and embedded in paraffin. Lung tissues were sectioned at 4 μm and stained with hematoxyline and eosin (H&E). For immunohistochemistry, sections were at first rinsed with 0.05 % Triton-X 100 in PBS, and non-specific binding sites were blocked using 10 % normal goat serum in PBS containing 0.05 % Tween 20. Epitope retrieval was carried out using autoclave (5 min in citrate buffer, pH 6.0 or 1X TE, pH 9.0). After cooling to room temperature, the sections were incubated overnight at 4 °C with rabbit polyclonal anti-mouse SCGB3A2 [3] or anti-pro-surfactant protein-C (Seven Hills Bioreagents, Cincinnati, OH) primary antibodies. The sections were rinsed in distilled water, followed by treating with HRP-conjugated goat anti-rabbit IgG using the ABC method with a commercially available kit (Vector Laboratories, Burlingame, CA) according to the manufacturer’s instruction. Immunovisualization was carried out with 3, 3′-diaminobenzidine as substrate (Sigma, St Louis, MO), and counterstained with hematoxylin.

For double immunofluorescence labeling of adult lungs using two primary antibodies from the same species, the sections were first incubated with anti-SCGB3A2 antibody (1:1000) at 4 °C overnight, followed by labeled goat anti-rabbit IgG (Alexa Fluor 594 or 488, 1:200, Life Technology) as the secondary antibody for 1 h at room temperature. The sections were then incubated with 5 % rabbit serum for 1 h at room temperature, followed by incubation with unconjugated Fab Fragment goat anti-rabbit IgG for 1 h at room temperature. The sections were finally incubated with the secondary primary antibody, rabbit anti-pro-SP-C antibody (1:500), followed by labeled goat anti-rabbit IgG (Alexa Fluor 488 or 594, 1:200, Life Technology). Cell nuclei were identified by counterstaining with 4,6-diamino-2-phenylindolyl-dihydrochloride (DAPI, Life Technology). Fluorescence images were obtained and processed using a Zeiss 780 laser-scanning confocal microscope. Matching confocal planes were analyzed in all co-localization studies.

Severity of fibrosis was quantified from H&E stained entire lungs using the Ashcroft scoring system [25]. The degree of fibrosis was graded from 0 (normal lung) to 8 (severe distortion of structure, large fibrous areas, and honeycomb lesions). The mean score from all fields (magnification X200, average 30 fields/animal) was taken as the fibrosis score.

### Quantitation of hydroxyproline content in lung

Hydroxyproline content was measured using hydroxyproline assay kit from Biovision (Milpitas, CA) according to the manufacture’s instruction with slight modification. In brief, whole lungs were homogenized in dH_2_O, using 100 μl H_2_O for every 10 mg of tissue. To 100 μl of tissue homogenate, 200 μl concentrated HCl (6 N) was added in a pressure-tight, teflon capped vial, and the mixture was hydrolyzed at 120 °C for 3 h, followed by filtration through a 45 μm syringe filter (Millipore, Bedford, MA). Ten μl of hydrolyzed sample was transferred to a 96-well plate and was evaporated to dryness under vacuum, to which 100 μl Chloramine T reagent was added per well. After incubation at room temperature for 5 min, 100 μl p-dimethylaminobenzaldehyde reagent was added to each well and further incubated for 90 min at 60 °C. Absorbance was measured at 560 nm in a microplate reader (SpectroMax Plus384, Molecular Devices, Sunnyvale, CA).

### Microarray analysis

Lung total cellular RNAs were individually isolated from four mice each of no-treatment wild-type and *Scgb3a2* transgenic mice (approximately 8-weeks old) using RNeasy Mini Kit (Qiagen Science, Maryland, USA). The sample RNAs were labeled with Cy5, while pooled RNAs containing the same amount of RNA from each sample were labeled with Cy3 and used as a reference. Labeling was carried out using CyDye™ Post-Labeling Reactive Dye Pack (GE Healthcare) according to the manufacturer’s instructions. The purified Dye-coupled RNA samples were hybridized to an Agilent Whole Mouse Genome 4X44K oligo microarray kit (Agilent Techonologies, G4122F, Santa Club, CA), and were incubated for 17 h at 65 °C. The slides were washed, dried, and scanned using Agilent G26000 microarray scanner. The data were processed and analyzed by Genespring GX 11.0.2 software package (Agilent Technologies). All effective genes of microarray analysis were submitted to the Gene Expression Omnibus (GEO: ID # GSE47931).

### Quantitative RT-PCR analysis

Total RNAs isolated using TRIzol (Lifetechnologies) and digested with DNase I were reverse-transcribed by Superscript II reverse transcriptase (Life Technologies). Quantitative RT-PCR (qRT-PCR) was performed with ABI Prism 7900 Sequence Detection System (Applied Biosystems, Foster City, CA) using SYBR Green master mixture. The ΔΔ Ct method was used using β-actin or 18S as normalization control. PCR condition used was 50 °C, 2 min and 95 °C, 10 min followed by 95 °C, 15 s and 60 °C, 40 s for 40 cycles with the following primers: *Sftpa* (forward) 5′- ACT CCC ATT GTT TGC AGA ATC -3′, (reverse) 5′- AAG GGA GAG CCT GGA GAA AG -3′; *Sftpb* (forward) 5′- ACA GCC AGC ACA CCC TTG -3′, (reverse) 5′- TTC TCT GAG CAA CAG CTC CC -3′; *Sftpc* (forward) 5′- ATG AGA AGG CGT TTG AGG TG -3′, (reverse) 5′- AGC AAA GAG GTC CTG ATG GA -3′; *Sftpd* (forward) 5′- GAG AGC CCC ATA GGT CCT G -3′, (reverse) 5′- GTA GCC CAA CAG AGA ATG GC -3′; *Aqp1* (forward) 5′- TGC AGA GTG CCA ATG ATC TC -3′, (reverse) 5′- GGC ATC ACC TCC TCC CTA GT −3; *Col1a1* (forward) 5′-TAG GCC ATT GTG TAT GCA GC-3′, (reverse) 5′- ACA TGT TCA GCT TTG TGG ACC-3′; *Col3a1* (forward) 5′-TAG GAC TGA CCA AGG TGG CT-3′, (reverse) 5′- GGA ACC TGG TTT CTT CTC ACC-3′; *Col4a1* (forward) 5′-CAC ATT TTC CAC AGC CAG AG-3′, (reverse) 5′- GTC TGG CTT CTG CTG CTC TT-3′; *Col5a2* (forward) 5′-CAT GGA GAA GGT TTC CAA ATG-3′, (reverse) 5′- AAA GCC CAG GAA CAA GAG AA-3′; *Col12a1* (forward) 5′-TGA GGT CTG GGT AAA GGC AA-3′, (reverse) 5′- GTA TGA GGT CAC CGT CCA GG-3′; *Acta2* (forward) 5′-GTT CAG TGG TGC CTC TGT CA-3′, (reverse) 5′-ACT GGG ACG ACA TGG AAA AG-3′; *Ctgf* (forward) 5′-GCT TGG CGA TTT TAG GTG TC-3′, (reverse) 5′-CAG ACT GGA GAA GCA GAG CC-3′; *Mmp2* (forward) 5′-GGG GTC CAT TTT CTT CTT CA-3′, (reverse) 5′-CCA GCA AGT AGA TGC TGC CT-3′; *Mmp12* (forward) 5′-TTT GGA TTA TTG GAA TGC TGC-3′, (reverse) 5′-ATG AGG CAG AAA CGT GGA CT-3′; β-actin (forward) 5′-ATG GAG GGG AAT ACA GCC C-3′, (reverse) 5′-TTC TTT GCA GCT CCT TCG TT-3′; and 18S (forward) 5′- CGC GGT TCT ATT TTG TTG GT-3′, (reverse) 5′- AGT CGG CAT CGT TTA TGG TC-3′.

### Statistical analysis

All animal studies were carried out at least twice, each using at least 5–6 mice per group. Statistical analysis was carried out between wild-type and transgenic mice of various ages using a student’s *t*-test. *P* < 0.05 was considered significant.

## Results

### Production of *Scgb3a2*-transgenic mouse overexpressing SCGB3A2 in lung-specific fashion

Lung-specific over-expression of SCGB3A2 was achieved by producing a transgenic mouse line which harbors a transgenic construct containing a mouse *Scgb3a2* cDNA coding sequence, under control of the human SP-C gene promoter at the 5′ end, and the SV40 small T intron and poly A addition site at the 3′ end [22] (Fig. 1a). One founder mouse had high lung-specific expression of *Scgb3a2* as determined by Northern blotting (Fig. 1b). The highest mobility band corresponded to endogenously expressed *Scgb3a2*, while the transgene produced two bands with slower mobility.

**Fig. 1:**
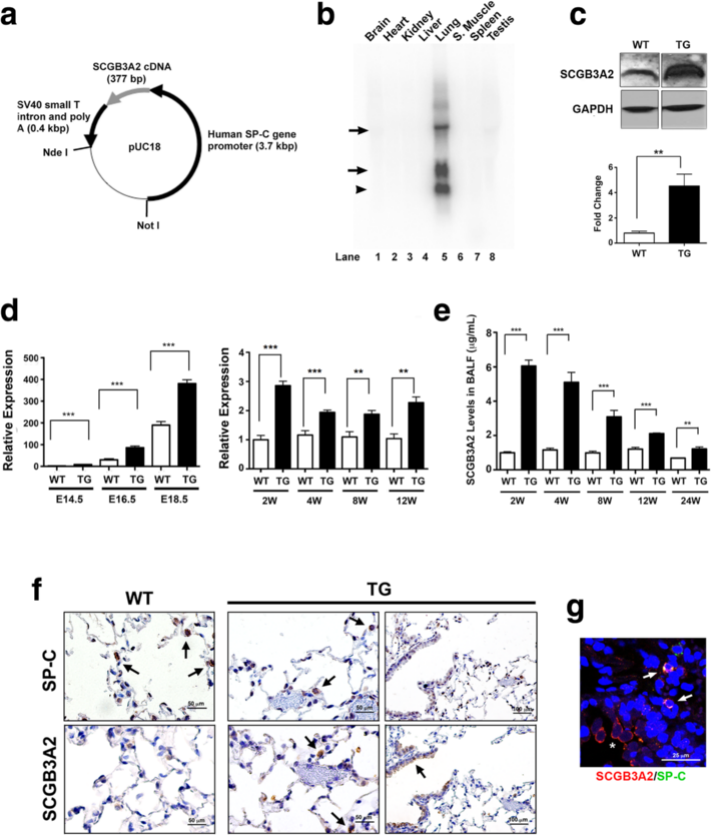
Generation of the SCGB3A2 transgenic mouse line. **a** Illustration of the construct showing the human SP-C gene promoter cloned into the pUC18 vector with SV40 small T intron and poly A. **b** Northern Blot analysis. The high level of *Scgb3a2* is observed only in lung tissue. The bands indicated by an arrow represent exogenously expressed *Scgb3a2* mRNAs. The highest mobility band shown by an arrowhead is derived from endogenous *Scgb3a2*. **c** Representative Western blot result showing increased level of SCGB3A2 protein in *Scgb3a2*-transgenic mouse lungs as compared with wild-type mice. GAPDH was used as a loading control. Lower panel shows the result of quantitation, normalized to GAPDH. *N* = 3. **d** qRT-PCR analysis of relative expression levels of *Scgb3a2* in lungs of various gestational days and ages of wild-type (WT) and transgenic (TG) mice. **e** SCGB3A2 levels in BALF of different ages of WT and TG mice. For D, E: *N* = 5 in each group. The results are shown as the mean ± SD. **P < 0.01, ***P < 0.001 by student *t*-test in comparison between WT and TG. **f** Immunohistochemistry for SP-C and SCGB3A2 in 4-month-old WT and TG mouse lungs. Arrows indicate representative positive signals in brown. TG lungs express SCGB3A2 in alveolar type II cells (middle panel) in addition to airway epithelial cells (right panel). Scales are as indicated. **g** Co-immunofluorescence analysis of TG mouse lungs for SP-C and SCGB3A2. Airway cells express only SCGB3A2 (red, shown by an asterisk) while alveolar type II cells express both SP-C and SCGB3A2 (yellow, shown by arrows). Scales are as indicated

Western blotting using a whole lung of 3-month-old mice demonstrated that the expression of SCGB3A2 protein was approximately five-fold higher in transgenic mouse lungs compared to wild-type control lungs (Fig. 1c). The mRNA level of *Scgb3a2* was measured by qRT-PCR using lung tissues and the protein level by bronchoalveolar lavage (BAL) fluids at various ages from embryonic day (E) 14.5 to 12 or 24-weeks old (Fig. 1d, e). The *Scgb3a2* mRNA levels drastically increased towards the end of gestation [26], and the levels in E18.5 transgenic embryo lungs were approximately two-fold higher than that of wild-type control lungs, which remained more or less at similar levels thereafter through 12 weeks (Fig. 1d). Transgenic mouse BAL fluids had about 6-fold higher levels of SCGB3A2 as compared to wild-type mice when measured at 2-weeks old (~6 μg/ml vs. ~1 μg/ml, respectively), which gradually decreased as the mice aged (Fig. 1e). Wild-type mice had ~1 μg/ml of SCGB3A2 for the entire period of 2 to 24 weeks. Immunohistochemistry and immunofluorescence analysis demonstrated that the transgenic mice expressed SCGB3A2 in alveolar type II cells, in addition to bronchiolar epithelial cells, the normal expression site for SCGB3A2 [3, 26, 27] (Fig. 1f, g), consistent with the expected expression of the alveolar type II cell-specific human SP-C [28]. Even though with this higher ectopic expression of SCGB3A2, both lungs of wild-type and transgenic mice looked histologically normal at 2 to 24-weeks old age. Further, scanning electron microscopy, using adult wild-type and *Scgb3a2*-null mouse lungs, demonstrated that ciliated cells appeared to be similar in morphology, size and number between wild-type and *Scgb3a2*-null airways (Additional file 1: Figure S1).

### Characterization of *Scgb3a2*-transgenic mouse lungs

Previous results showed that SCGB3A2 promoted lung development as demonstrated by branching morphogenesis in *ex vivo* organ culture studies as well as by *in vivo* administration of SCGB3A2 to pregnant females, followed by examination of preterm pups [4]. When E14.5, 16.5, and 18.5 wild-type and transgenic embryos were analyzed for body weight, body lengths, lung weights, and breathing scores of premature pups (Additional file 1: Figure S2A-D), no statistically significant differences were obtained between the two genotypes for all parameters examined. The development of embryonic lungs was also examined histologically, by immunohistochemistry and immunofluorescence. Like adults, E14.5 and 18.5 wild-type and transgenic embryo lungs presented similar histology (Additional file 1: Figure S2E). Immunohistochemical staining for SCGB3A2 confirmed that in E18.5 transgenic lungs, SCGB3A2 was strongly expressed in bronchiolar epithelial cells, the normal expression site for SCGB3A2 and the precursor to type II cells, the site of SP-C expression (Additional file 1: Figure S2E, bottom panel) [3, 26, 27]. Immunofluorescence studies using SCGB1A1 (CCSP) as a marker for Club cells, β-tubulin as a marker for ciliated cells, PGP9.5 as a maker for neuroendocrine cells, T1α as a marker for alveolar type I cells, and SP-C as a marker for alveolar type II cells showed no differences in the spatial and temporal expression patterns of these proteins between wild-type and transgenic embryo lungs at E14.5, 16.5 and 18.5 (Additional file 1: Figure S2F, and data from E14.5 and 16.5 not shown). These results thus suggested that both wild-type and transgenic embryo lungs developed similarly during lung morphogenesis.

In order to examine whether *Scgb3a2*-transgenic mice have normal lung function, lung chord lengths and lung volumes were measured to calculate surface areas using the point and intersection counting method [29]. The surface areas were not different between wild-type and transgenic mice of either 2-, 3-, 4-, or 12-weeks-old (Additional file 1: Figure S3A). Further, when mice were subjected to MouseOx to monitor O_2_ saturation, heart rate, pulse distention, and breath rate, none of these parameters had significant differences between wild-type and transgenic mice of either ages (Additional file 1: Figure S3B-E). These results suggested that *Scgb3a2*-transgenic mice had normal lung function at two weeks and up to 12 weeks old.

### Accelerated resolution of BLM-induced pulmonary fibrosis in *Scgb3a2*-transgenic lungs

In order to examine whether *Scgb3a2*-transgenic mice exhibit any phenotypes upon challenge, both wild-type and *Scgb3a2*-transgenic mice were subjected to the BLM-induced pulmonary fibrosis model. After BLM intubation, both wild-type and transgenic mice lost weight at similar rates for the first five days, from which transgenic mice lost significantly more weight as compared to wild-type (Fig. 2a). On day 21 (3 weeks post-BLM), wild-type and transgenic mice weighed 85 and 75 % of their original weight, respectively. However, after day 21, the weight of transgenic mice gradually increased and reached the wild-type weight by day 49. There was no difference in the survival curves between BLM-treated wild-type and *Scgb3a2*-transgenic mice (Additional file 1: Figure S4). Histological examination revealed that both BLM-treated wild-type and *Scgb3a2*-transgenic mice developed extensive pulmonary fibrosis by 3 weeks based on a whole lung H&E stained images (Fig. 2b) and Masson Trichrome staining (Fig. 2c). When the extent of fibrous damage was calculated using these histological sections with the Ashcroft score system, BLM-treated *Scgb3a2*-transgenic mice had slightly increased damaged areas by 3 weeks as compared to the BLM-treated wild-type group with statistical significance (Fig. 2d). Ashcroft scores were then decreased by 6 weeks in both wild-type and transgenic mice, which continued until 9 weeks post-BLM treatment. BLM-induced pulmonary fibrosis with single dose administration is known to partially resolve after weeks of BLM treatment due to unknown reasons [30–32]. At both 6 and 9 weeks post-BLM administration, the Ashcroft score was significantly lower in transgenic lungs than their wild-type counterparts, suggesting that BLM-induced pulmonary fibrosis may have dissolved more quickly in transgenic lungs than wild-type lungs. This result was supported by Masson Trichrome staining that detects collagen fibers (Fig. 2C), and hydroxyproline contents (Fig. 2e), both of which were increased in both transgenic and wild-type lungs at 3 weeks. These levels gradually decreased post-BLM over the course of 9 weeks. The transgenic lungs demonstrated a much more rapid decrease of hydroxyproline content; by 9 weeks post-BLM, the level in the transgenic lungs was less than a half of its peak level, and was only 2 fold higher than the control level.

**Fig. 2:**
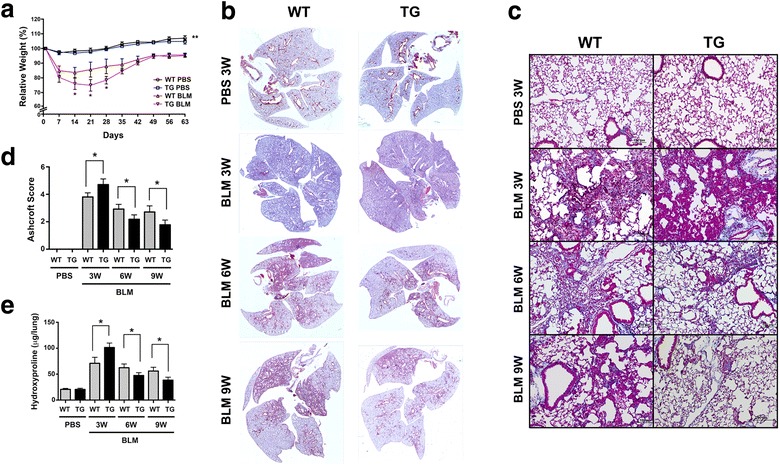
BLM-induced pulmonary fibrosis in wild-type (WT) and *Scgb3a2*-transgenic (TG) mice. **a** Body weight curves of mice intubated and treated with BLM on day 0, followed by necropsy on day 63. Body weights are shown as the percentage of Day 0 weight set as 100 %. *P < 0.05, WT-BLM group vs. TG-BLM, **P < 0.01, BLM-treated groups vs. PBS-treated groups. **b** Whole lung H&E images of WT and TG lungs at 3 weeks (BLM 3 W), 6 weeks (BLM 6 W), and 9 weeks (BLM 9 W) post-BLM treatment, and their corresponding PBS-treated lungs collected at 3 W (PBS) as control. Magnification 40X images were stitched. **c** Masson Trichrome staining of lung sections of WT and TG mice at 3, 6, and 9 weeks post-BLM treatment. Magnification, 100X. **d** Ashcroft scores of BLM-induced damaged areas at 3, 6, and 9 weeks post-BLM treatment. PBS control levels are those from 3 W. **e** Hydroxyproline content at 3, 6, and 9 weeks post-BLM treatment. PBS control levels are those from 3 W. *N* > 6 in each group. The results are shown as the mean ± SD. *P < 0.05, NS, not significant. Statistical analysis was carried out by using student’s *t*-test

### Gene expression analysis of BLM-induced pulmonary fibrosis in *Scgb3a2*-transgenic lungs

Total inflammatory cell numbers in BALF and levels of mRNAs encoding collagen 1a1, 3a1, 4a1, and 5a2 were drastically increased at 3 weeks post-BLM treatment and the levels were higher in *Scgb3a2*-transgenic than wild-type lungs (Fig. 3a left panel, b). Collagen 12a1 mRNA levels did not change after BLM treatment in both mouse lines (data not shown). The increased inflammatory cells were due to increased numbers of monocytes/lymphocytes and neutrophils (Fig. 3a right panel). The number of macrophages was not different between *Scgb3a2*-transgenic and wild-type lungs. Inflammatory cell numbers and all collagen mRNA levels rapidly decreased to almost control levels in both BLM-treated wild-type as well as *Scgb3a2*-transgenic mouse lungs by 6 weeks post-BLM treatment. The expression of mRNAs encoded by other genes involved in bleomycin-induced fibrosis such as *Acta2*, *Ctgf*, *Mmp2*, and *Mmp12* were also determined (Fig. 3c). The expression of all these mRNAs markedly increased at 3 weeks post-BLM with the levels in transgenic lungs being higher than those of wild-type lungs. However, the increased expression again quickly decreased by 6 weeks post-BLM; in particularly expression in the transgenic lungs returned to control levels.

**Fig. 3:**
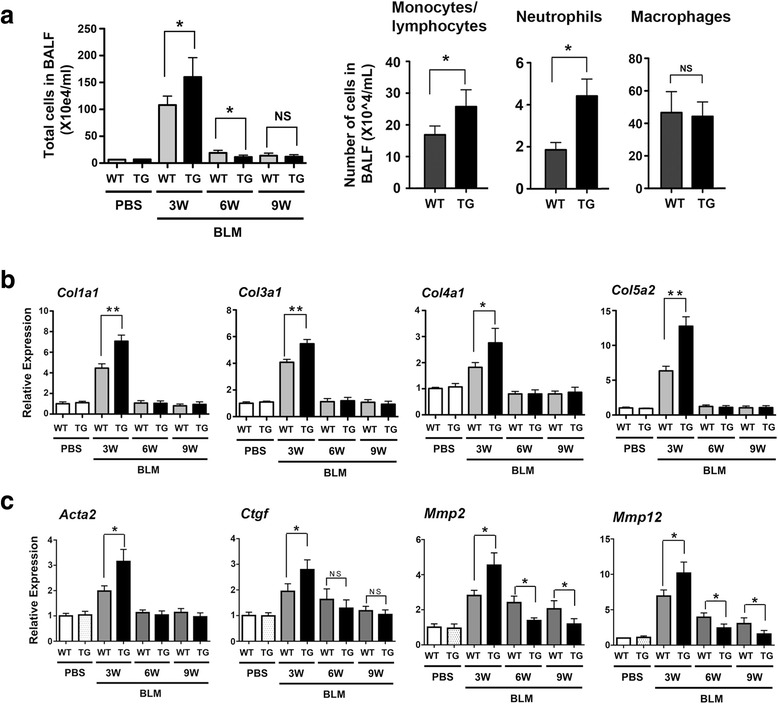
Characterization of BLM-induced pulmonary fibrosis-harboring lungs of wild-type (WT) and *Scgb3a2*-transgenic (TG) mice. **a** Number of inflammatory cells in BAL fluids at 3, 6, and 9 weeks post-BLM treatment and PBS control groups collected at 3 weeks. (right panel) Number of monocytes/lymphocytes, neutrophils, and macrophages from 3 weeks post-BLM treatment mice were separately counted. *P < 0.05 by student’s *t*-test. **b** qRT-PCR analysis for various mRNA levels. The results are shown as the mean ± SD from *N* = 7-10. *P < 0.05, **P < 0.01, NS, not significant by student’s *t*-test

The levels of *Scgb3a2* mRNA and protein in BALF were determined by qRT-PCR and ELISA using PBS and BLM-treated lungs and BALF of wild-type and transgenic mice, respectively (Fig. 4a). The differences in *Scgb3a2* mRNA and protein levels initially observed between *Scgb3a2*-transgenic and wild-type mice were no longer found in 3 week post-BLM-treated lungs, and their levels were similar to those of PBS treated wild-type lungs. *Scgb3a2* mRNA and protein levels of transgenic mice gradually returned to the PBS control levels by 6 weeks; the levels of transgenic mice again became higher than those of wild-type. Immunohistochemistry did not show clear positive staining for SCGB3A2 in 3 weeks-post-BLM lungs of both genotypes, however very weak signals were sometimes noted in wild-type bronchiolar epithelial cells (Fig. 4b). The expression of SCGB3A2 became detectable in the transgenic bronchiolar epithelial cells at 6 weeks post BLM-treatment while no expression was found in wild-type lungs. SP-C expression remained almost undetectable until 6 weeks after BLM treatment in both wild-type and *Scgb3a2*-null lungs (Additional file 1: Figure S5 upper panel). By 9 weeks post-BLM, the expression of SCGB3A2 was found in both wild-type and transgenic lungs, with the intensity apparently being stronger in the transgenic lungs. Interestingly, ectopic SP-C expression was found in the bronchiolar epithelial cells in addition to type II cells; some co-expressing with SCGB3A2 (Additional file 1: Figure S5 middle and lower panels). The ectopic expression of SP-C may contribute to the higher expression of SCGB3A2 in the epithelial cells at 9 weeks post-BLM.

**Fig. 4:**
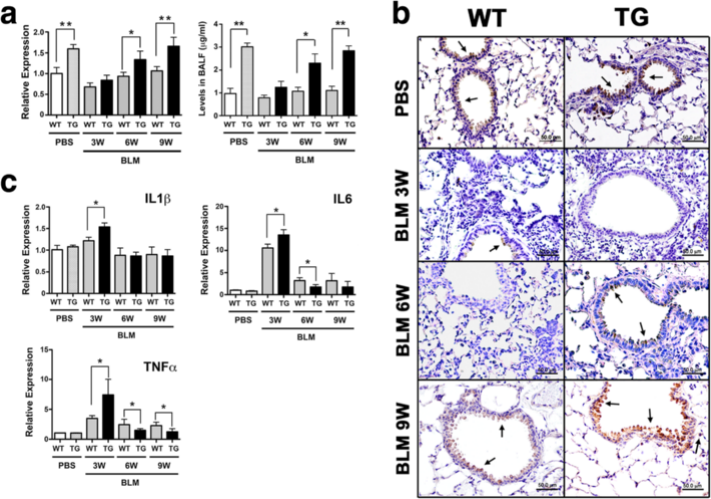
SCGB3A2 and proinflammatory cytokine levels in lungs of wild-type (WT) and *Scgb3a2*-transgenic (TG) mice. **a** Levels of lung *Scgb3a2* mRNAs (left panel) and SCGB3A2 proteins in BALF (right panel) in WT and TG mice at 3, 6, and 9 weeks post-BLM treatment and PBS collected at 3 weeks as control. **b** Representative immunohistochemistry of SCGB3A2 in WT and TG mice at 3 and 6 weeks post-BLM treatment and PBS collected at 3 weeks as control. Arrow indicates representative SCGB3A2 positive signals found in the airway epithelial cells. Scale bar: 50 μm. **c** qRT-PCR analysis of lung mRNAs for proinflammatory cytokines, IL-1β, IL-6, and TNFα at 3, 6, and 9 weeks post-BLM treatment and PBS as control. *N* > 6 in each group. *P < 0.05, **P < 0.01 by student’s *t*-test

Levels of mRNAs encoding inflammatory cytokines, IL1β, IL6, and TNFα were also determined by qRT-PCR (Fig. 4c). *Il6* and *Tnfa* mRNAs were significantly increased in 3 weeks post-BLM lungs of both *Scgb3a2* transgenic and wild-type mice, and the levels were higher in lungs of *Scgb3a2* transgenic than wild-type mice. The levels were then reduced close to those of the PBS group at 6 weeks post-BLM. The *Scgb3a2* transgenic mouse lungs had a much more drastic reduction in *Il6* and *Tnfa* mRNAs as compared to wild-type. These results altogether demonstrated that *Scgb3a2*-transgenic mice resolved BLM-induced pulmonary fibrosis more rapidly than PBS control.

### Microarray analysis of 3 weeks post-BLM *Scgb3a2*-transgenic mouse lungs

In order to obtain an insight into the slightly increased phenotype of 3 weeks post-BLM-treated *Scgb3a2*-transgenic mouse lungs as compared to wild-type mice, microarray analysis was carried out using RNAs isolated from lungs of wild-type and *Scgb3a2*-transgenic mice without any treatment. 

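Lung RNA from 4 wild-type and 4 Scgb3a2-transgenic mice without treatment was hybridized to 8 two-color arrays. On every array the RNA of a single mouse was labeled with Cy5 and a common reference pool with Cy3, and no array had the dyes swapped. The methods give the age as approximately 8 weeks and the kit as RNeasy, while the sample labels give male mice of 8 to 10 weeks and a miRNeasy kit. The pool held equal amounts of RNA from each sample according to the methods. Each of 4 slides carried 1 wild-type and 1 transgenic array, and the slides were scanned on 2 days. The arrays held 41174 probes on 43379 spots, controls not counted. The median signal of a spot in the sample channel was 217.5 to 263 on the wild-type arrays and 204 to 277.5 on the transgenic arrays, over a median local background of 55.5 to 59. Between 32830 and 34648 probes were well above background in this channel on the wild-type arrays, and between 32257 and 34709 on the transgenic arrays. No spot was saturated, and 1.72% to 6.46% of the spots per array carried an outlier flag. The authors deposited the scanner software's output for each array, with raw and processed intensities in both channels, and a matrix of log2 ratios of the processed signals. For 39811 of 39811 matrix probes with a single spot, the matrix value lay within 0.001 of the log2 ratio of the processed signals.
Here the analysis began from the median signal and the median local background of each spot. The background was corrected with normexp and an offset of 50, outlier-flagged spots were left out, the log2 ratio of sample over pool was normalized by loess within each array, and spots of the same probe were averaged. In a first run normexp was fitted on all spots, and a few flagged spots upset that fit on several arrays, most on wild-type replicate 1, where the standard deviation of the log2 ratios was 0.112 in place of 0.488. The fit was therefore limited to spots without a flag, a correction made after the results of the first run had been seen. Of 33970 probes well above background in the sample channel on at least 4 of the 8 arrays, 32645 had enough values for a limma test of genotype. The methods' text names no background correction, normalization or filter, and the number of arrays limits the precision of every value.
Scgb3a2 itself, measured by a single probe at the 99.7th percentile of intensity, was well above background on all 8 arrays. Its log2 ratio to the pool was -0.09 ± 0.51 (SD, n = 4) in wild-type and 0.79 ± 0.33 (SD, n = 4) in transgenic lungs. The difference of 0.88 (standard error 0.24), a 1.84-fold higher level, had an unadjusted p of 0.00329 and an adjusted p of 1 by limma. By an exact two-sided permutation test the p was 0.0571, where 4 mice against 4 allow no less than 0.0286. Wild-type replicate 3, at 0.58, lay above transgenic replicate 2, at 0.47, an array of the other scan day. Within each scan day, with 2 arrays of each genotype, the genotypes did not overlap, and on each of the 4 slides the transgenic array was the higher, by 0.16 to 1.26. With the scan day as a block, added after seeing the data, the standard error of Scgb3a2 was 0.17 (unadjusted p = 0.000309 by limma), and with the slide as a block it was 0.18 (unadjusted p = 0.000772). With each mouse left out in turn the difference stayed between 0.73 and 1.11, and the alternative that moved it most apart from these, normexp fitted on all spots, gave 1.00.

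**Figure D1:**
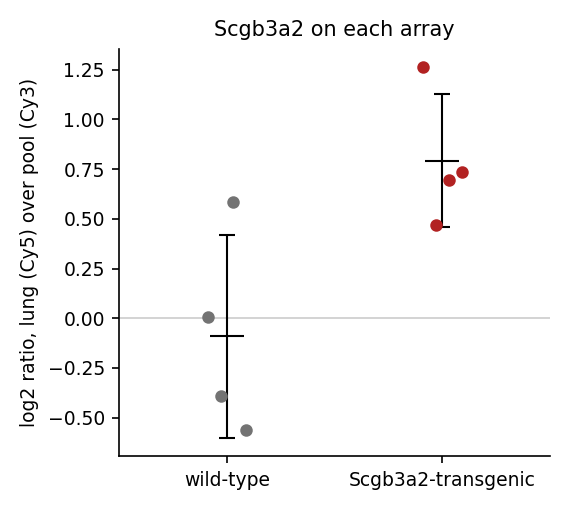
Log2 ratio of Scgb3a2 in lung over the reference pool, with 1 point per array and the mean and SD of each genotype as bars (n = 4). The wild-type arrays lie between -0.56 and 0.58 and the transgenic arrays between 0.47 and 1.26, so that the groups overlap at a single wild-type array.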

Two hundred and sixty-eight and 165 genes were respectively up and down-regulated more than 1.5 fold with *P* < 0.05 in *Scgb3a2*-transgenic mouse lungs as compared to wild-type lungs (Fig. 5a and Additional file 2: Table S1). 

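At the paper's criterion of more than 1.5-fold and an unadjusted p under 0.05, limma called 41 probes higher and 34 lower in transgenic lungs. No probe of the 32645 tested had an adjusted p under 0.05 (Benjamini-Hochberg), and 682 had an unadjusted p under 0.05, where 1632 would be given by chance. The methods' t-test on the same values called 16 probes higher and 11 lower, with 866 probes under the unadjusted threshold and 0 after adjustment. Among the alternatives chosen beforehand, the slide as a block on the re-normalized ratios gave 80 higher and 41 lower by limma. Of these alternatives the authors' matrix in place of the re-normalized ratios moved the counts most, to 479 higher and 304 lower by limma. The slide as a block on that matrix, added after seeing the data, gave 584 and 379. They also rested on single mice. Without transgenic replicate 4 the probes called higher rose to 104, without wild-type replicate 3 they fell to 20, and without wild-type replicate 4 the probes called lower rose to 89.
The groups did not overlap for 26 of the 75 called probes. Chance separates 4 arrays from 4 for 2.86% of probes, a share that holds neither for probes already selected by their p nor for those with missing values. Among these, the largest change upward was that of Erdr1, a log2 fold change of 1.18 (standard error 0.25, unadjusted p = 0.00106 by limma). Its log2 ratio was -0.34 ± 0.49 (SD, n = 3) in wild-type and 0.84 ± 0.35 (SD, n = 3) in transgenic lungs, with 1 array of each genotype left out for an outlier flag. Myct1, Atcay, Nr1d1 and Dach1 followed with log2 fold changes of 0.84, 0.83, 0.79 and 0.77. With the slide as a block Erdr1 had a log2 fold change of 0.75, the lowest of these 5, with Nr1d1 at 0.91, Myct1 at 0.87, Atcay at 0.83 and Dach1 at 0.77. The largest change downward was that of Lyz1, a log2 fold change of -1.21 (standard error 0.32, unadjusted p = 0.00449 by limma) that rested on 4 wild-type and 2 transgenic arrays. Cyp2a4, Fabp4, Cyp2b13 and Myrip had log2 fold changes of -1.19, -1.14, -1.03 and -1.03. Cyp2b13 and Myrip had values on only 2 arrays of each genotype, and Cyp2a4 on 2 wild-type and 3 transgenic arrays. Fabp4 had values on only 3 transgenic arrays, and Myct1 and Nr1d1 on only 3 wild-type arrays. The adjusted p was 1 for each of these genes.
Of the 433 probes of Table S1, 407 had the table's direction in the re-normalized data and 18 passed its criterion. The median change in the table's direction was 0.13 on the log2 scale, and the paper's own folds have a median of 0.93 on that scale. At a normexp offset of 0, 119 of the 433 probes passed the criterion, and on the Agilent processed signals 432 did. In the sample channel, 59.1% of the probes of Table S1 were not well above background on at least 4 arrays, against 17.5% of all probes on the array, and 150 of them were well above background on no array. The median probe of Table S1 lay at the 15.4th percentile of intensity. The normexp offset shrinks the ratios of probes this dim. The 18 passing and the median of 0.13 therefore do not exclude larger changes.

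**Figure D2:**
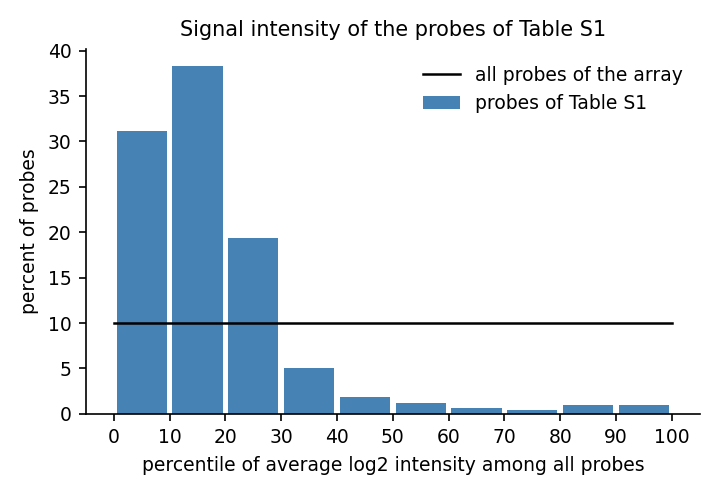
Share of the 433 probes of Table S1 (bars) in bins of 10 percentiles of the average log2 intensity of all probes on the array, with the share of all probes as a line at 10%. The 2 dimmest bins hold 31.2% and 38.3% of the probes of Table S1, and 95.8% of the table's probes lie below the median of all probes.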

Several genes with most differential expression were selected and were subjected to qRT-PCR analysis (Fig. 5b). 

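The 20 genes labeled in Fig. 5a were dim on the arrays. Their probes lay between the 5.29th and the 34.7th percentile of intensity, with a median at 14.55, and none was well above background in the sample channel on all 8 arrays. Rrm1, Ank1, Pan3, Wrb, Insm1, Zcchc11, Fip1l1, Nars2 and Ap3b2 were not well above background on any array, so no fold is given for these 9. Cdh10 was well above background on 1 transgenic array and no wild-type array, with a bound on the ratio of the group means of at least 1.07-fold higher in transgenic lungs. In the other direction, Wdr61, Sfrp5 and Cdh4 were well above background on wild-type arrays alone, on 2, 4 and 1 of them, with bounds on the ratio of the group means of at least 1.06-fold, 1.08-fold and 1.01-fold lower in transgenic lungs. The groups overlapped for these 3 genes (unadjusted p = 0.269, 0.181 and 0.162 by limma), so no change is not excluded for them. For Cdh10 the groups did not overlap (unadjusted p = 0.00798 by limma, exact permutation p = 0.0286). The brighter group of Cdh10, Wdr61 and Cdh4 was itself not well above background on at least 2 arrays. These bounds compare the normalized sample channel of the brighter group with the lowest signal that was well above background on each array of the other. Where the other group's own signal was larger, that signal was used. The bounds are open to dye bias.
The remaining 7 genes were well above background on at least 1 array of each genotype. Of these Brca2, Hrasls and Mbd2 were so on 3, 2 and 3 of the 8 arrays, too few for the filter, and their values are mostly background. Iglv1, the brightest, was well above background on 3 wild-type and 4 transgenic arrays. Its log2 ratio was -1.0 ± 0.27 (SD, n = 4) in wild-type and -0.56 ± 0.43 (SD, n = 4) in transgenic lungs, a log2 fold change of 0.44 (standard error 0.20, unadjusted p = 0.0523 by limma, and 0.0124 with the slide as a block). Isl2 had a log2 fold change of -0.28 (standard error 0.12, unadjusted p = 0.042 by limma), with 4 wild-type arrays and 1 transgenic array well above background. Xpo1 had a log2 fold change of -0.20 (unadjusted p = 0.0516 by limma) with no overlap of the groups (exact permutation p = 0.0286). In the sample channel alone its fold was only 1.017, in wild-type over transgenic lungs. The log2 fold changes of Brca2, Hrasls, Mbd2 and Mpp7 were 0.20, -0.13, -0.06 and -0.15, and that of Mbd2 turned to 0.02 when the arrays were centered on their medians in place of loess. Of these 7 genes none passed 1.5-fold. Over all 20 genes, of which 9 were well above background on no array, 19 had the direction of Fig. 5. Of the 20, 0 passed the paper's criterion. The normexp offset shrinks the ratios of probes this dim, which makes 1.5-fold hard to reach. That none passed therefore cannot decide whether these genes changed by 1.5-fold. At a normexp offset of 0, 5 of the 20 passed the criterion. On the Agilent processed signals and on the authors' matrix, 20 of 20 passed it.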

All of the genes were up or down-regulated with statistical significance or showed a trend of up or down-regulation in lungs of *Scgb3a2*-transgenic mice as compared to wild-type mice as predicted from the array results. These genes were the main constituents of the top three pathways; Carbohydrate Metabolism, Developmental Disorder, and Cellular Compromise pathways as determined by the Ingenuity Pathway Analysis program (Fig. 5c). These results suggested that several metabolic and/or cellular systems were perturbed in the transgenic lungs. 

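Gene names of the pathways were not taken from the pathway program. A list of 33 genes of glycolysis, glycogen and the pentose phosphate route was written before the array data were examined. Table S1 had been read by then, and 32 of the listed genes were on the array. Of the 47 probes tested for the list, 21 were higher and 26 lower in transgenic lungs. The median log2 fold change was -0.01 and the adjusted p 0.819 by camera with a preset correlation of 0.01 between genes, with 11 lists tested. The mean log2 ratio of the list was -0.09 ± 0.04 (SD, n = 4) in wild-type and -0.12 ± 0.07 (SD, n = 4) in transgenic lungs, a difference smaller than the spread between mice. The sign of the median turned with array weights, to 0.03, with the sample channel alone, to 0.02, and without transgenic replicate 4, to 0.03. A single probe had an unadjusted p under 0.05, none passed when adjusted over the list alone or over all probes, and no gene of the list is in Table S1.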

Further, Bio Functions analysis identified inflammation, cell dynamics, and/or cell trafficking-related functions as the Top Bio Functions (Table 1). These results suggested that the *Scgb3a2*-transgenic mouse lungs had altered cellular metabolism and homeostasis with higher expression levels of genes associated with inflammation, and cellular signaling and movement, which may have played a role in the more susceptible phenotype of *Scgb3a2*-transgenic mouse lungs to BLM-induced fibrosis at 3 weeks post-BLM treatment.

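A pair of lists, written after Table S1 had been read and before the array data were examined, stood for the inflammatory and trafficking functions. They were not drawn from the paper's molecules. Table S1 holds only 2 genes of the inflammation list and 1 gene of the leukocyte movement list. The inflammation list held 43 cytokine, chemokine and acute inflammatory genes, of which 36 were tested with 45 probes. The leukocyte movement list held 36 adhesion and chemotaxis genes, of which 35 were tested with 56 probes, and 4 genes belonged to both lists. For inflammation, 29 probes were higher and 16 lower in transgenic lungs, with a median log2 fold change of 0.07 and a camera adjusted p of 0.0829. For leukocyte movement, 40 probes were higher and 16 lower, with a median of 0.08 and a camera adjusted p of 0.00207. The inflammation list passed the camera test under 7 alternatives, with an adjusted p of 0.0156 at a normexp offset of 0, 0.0178 with median-centring, 0.0155 in the sample channel alone, 0.043 with the slide as a block, 0.0261 without wild-type replicate 1, 0.0352 without transgenic replicate 3 and 0.000988 without transgenic replicate 4. Among probes well above background on all 8 arrays its median was 0.0049, with a camera adjusted p of 0.772. With the settings reported, neither list passed after adjustment under fry, at 0.85 and 0.489, or under camera with the correlation estimated from the data, at 0.762 and 0.297. The median of the leukocyte movement list turned to -0.0099 under median-centring, although the camera test still placed the list above the other probes, since this centring moved the median of all probes to -0.05. Without transgenic replicate 1 the medians fell to 0.0059 and 0.04 and the camera adjusted p values were 0.881 and 0.181. Of the probes tested, 1 of the inflammation list and 3 of the leukocyte movement list had an unadjusted p under 0.05, and 0 of either passed when adjusted over the list alone or over all probes.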

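On the single arrays, the mean log2 ratio of the inflammation list was -0.69 ± 0.08 (SD, n = 4) in wild-type and -0.61 ± 0.25 (SD, n = 4) in transgenic lungs. The leukocyte movement list had means of -0.41 ± 0.09 (SD, n = 4) and -0.32 ± 0.11 (SD, n = 4). Both differences were smaller than the spread between transgenic mice, and the transgenic arrays held both the highest and the lowest value for inflammation, at -0.29 in transgenic replicate 1 and -0.90 in transgenic replicate 4.

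**Figure D3:**
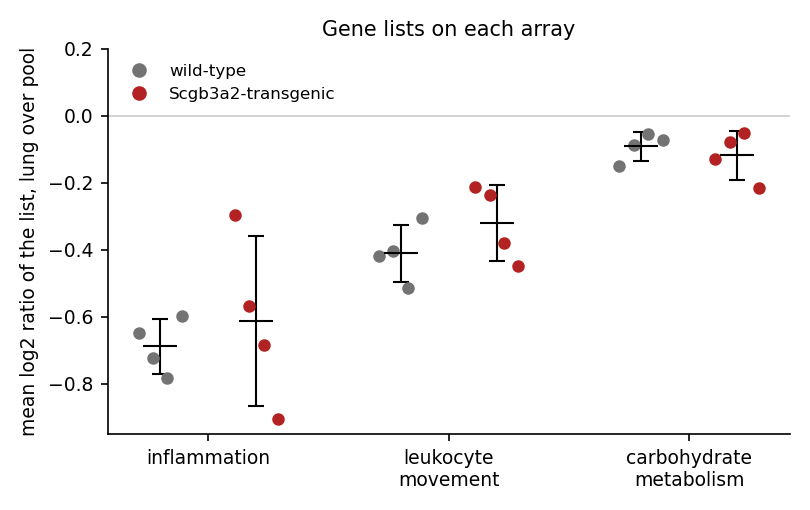
Mean log2 ratio of lung over the reference pool for 3 gene lists, with 1 point per array and the mean and SD of each genotype as bars (n = 4). The transgenic arrays spread from -0.90 to -0.29 for inflammation, around the wild-type arrays at -0.78 to -0.60, and the genotypes overlap in all 3 lists.

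Among the cytokines measured elsewhere in the paper by qRT-PCR, Il1b had a log2 fold change of 0.11 (standard error 0.17, unadjusted p = 0.526 by limma), which turned to -0.05 without transgenic replicate 1 and to -0.02 with array weights. Tnf had a log2 fold change of -0.15 (standard error 0.12, unadjusted p = 0.24 by limma). Il6 was not well above background on any array. From the differentially expressed genes and their pathways and functions, the paper proposes that metabolism and homeostasis were altered in the transgenic lungs, with higher expression of genes of inflammation, signaling and movement, and that this may have contributed to the stronger fibrosis of these mice at the first time point after BLM.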

**Fig. 5:**
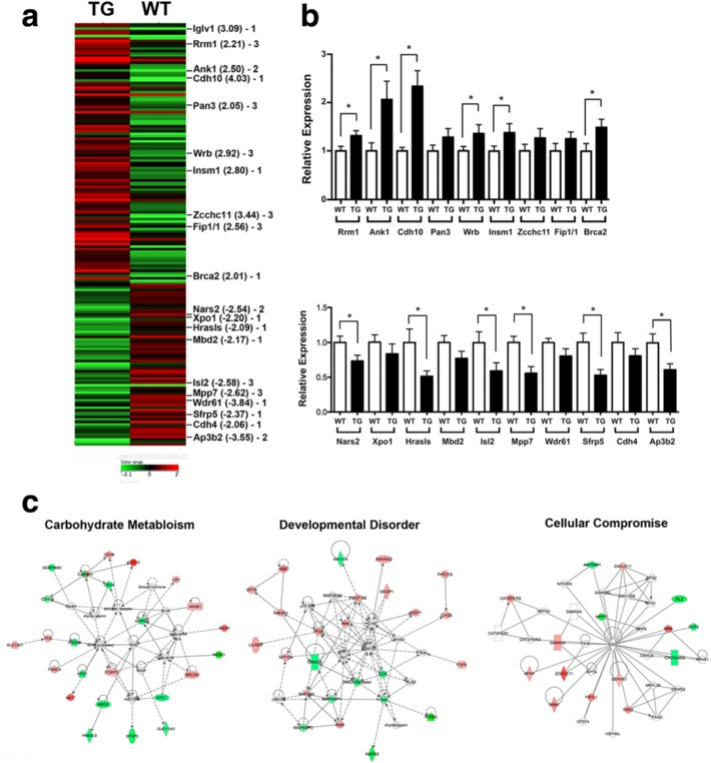
Microarray analysis. **a** Heat map diagram of differentially expressed genes in normal *Scgb3a2*-transgenic (TG) lungs vs. wild-type (WT) lungs. All genes >2 fold with *P* < 0.05 differences were used for the analysis. The average of 4 samples in each group is shown. Green and red indicate down- and up-regulation of gene expression, respectively. The scale is shown at the bottom. Genes found in top three pathways as shown in C are indicated with the fold differences in parenthesis. The number (1, 2, or 3) means the pathway to which indicated genes belong in C. **b** qRT-PCR analysis of highly up- or down-regulated genes indicated in A using RNAs isolated from untreated WT and TG mouse lungs. The results are shown as the mean ± SD. *N* > 6, *P < 0.05 by student’s *t*-test. **c** Top three pathways, Carbohydrate metabolism (pathway 1), Developmental disorder (pathway 2), and Cellular compromise pathways (pathway 3) determined by Ingenuity Pathway Analysis using genes identified by microarray analysis that have >1.5 fold with *P* < 0.05 differences

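At more than 2-fold and an unadjusted p under 0.05, limma called 6 probes higher and 7 lower in transgenic lungs. The paper's Table S1 holds 107 probes above and 66 below at this fold, and 78.0% of these 173 probes were not well above background in the sample channel on at least 4 arrays, which left 38. On the Agilent processed signals of the probes that passed the filter, limma gave 44 higher and 43 lower at 2-fold. The count of higher probes was 56 without transgenic replicate 4 and 1 without transgenic replicate 1, and with all 8 mice it was 25 with the slide as a block and 17 with the replicate number as a block.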

**Table 1:** Top Bio Functions identified in lungs of normal *Scgb3a2*-transgenic vs. wild-type mouse

Name of functions	*p*-value	# of molecules
Diseases and disorders		
Inflammatory response	6.76E-04–2.75E-02	9
Organismal injury and abnormalities	1.12E-03–4.06E-02	16
Neurological response	1.83E-03–4.10E-02	20
Nutritional disease	1.83E-03–1.83E-03	3
Cancer	2.76E-03–4.10E-02	15
Molecular and cellular functions		
Cellular development	8.79E-05–3.99E-02	25
Cell growth and proliferation	8.79E-05–3.52E-02	21
Drug metabolism	1.91E-04–2.75E-02	7
Small molecule biochemistry	5.68E-04–4.10E-02	20
Cellular movement	6.76E-04–3.68E-02	17
Physiological system development and function		
Cardiovascular system development and function	8.79E-05–2.80E-02	10
Connective tissue development and function	8.79E-05–4.10E-02	10
Hematological system development and function	6.76E-04–4.10E-02	14
Immune cell trafficking	6.76E-04–4.10E-02	8
Nervous system development and function	1.12E-03–4.10E-02	24

## Discussion

This study describes the establishment of an *Scgb3a2*-transgenic mouse line that expresses SCGB3A2 in a lung-specific fashion under regulation of the human SP-C gene promoter. Since SP-C is a marker for alveolar type II cells [28, 33], the promoter for this gene was used for transgenic over-expression of SCGB3A2 in the alveolar areas because in a previous study using the BLM-induced pulmonary fibrosis model, pulmonary fibrosis was reduced by intravenous administration of SCGB3A2 [16, 24]. In the latter case, it is likely that SCGB3A2, an airway-specific protein, reached the alveolar areas as well as airways through blood circulation at similar levels, resulting in the suppression of fibrosis. Thus, we hypothesized that this situation may be better obtained by the use of type II-specific over-expression of SCGB3A2. Further, chose not to use the tetracycline inducible system because it is not known whether and/or how doxycycline affects formation and/or resolution of BLM-induced pulmonary fibrosis, in an otherwise well-established BLM-induced pulmonary fibrosis model.

SCGB3A2 expression faithfully mimicked the expression pattern of the lung specific SP-C gene. Over-expression of SCGB3A2 in transgenic mouse lungs was confirmed by qRT-PCR for mRNA and Western blotting for protein using lung tissues, and levels in BALF by ELISA. The difference in mRNA expression levels between wild-type and transgenic mouse lungs was observed as early as E14.5. The SCGB3A2 mRNA and protein levels in lung were highest at around two weeks of age. Immunohistochemistry further demonstrated expression of SCGB3A2 in airway epithelial cells, the endogenous expression site for SCGB3A2 as well as type II cells, the specific site for SP-C expression [28, 33]. Since alveolar type II cells constitute ~15 % of the peripheral lung cells [34], the expression of SCGB3A2 in type II cells is likely to be a main contributor to over-expression of SCGB3A2 in the transgenic lung. Two different sizes of *Scgb3a2* mRNAs were observed by Northern blotting for *Scgb3a2*-transgenic mice that were larger than that of endogenously expressed *Scgb3a2*. We do not know the exact reason for this phenomenon. It could be due to longer polyA tails present in the transgene-derived mRNA. Alternatively, since the transgene construct contains a *Scgb3a2* cDNA that does not have an intron, the mRNA processing may have been affected, resulting in a larger mRNA. The way the transgene was inserted to a chromosome might also have affected the size of *Scgb3a2* mRNA.

While *Scgb3a2*-transgenic lungs exhibited no phenotypes with normal lung function, they showed exacerbated fibrosis at 3 weeks after subjected to the BLM-induced pulmonary fibrosis model as determined by lung histology, hydroxyproline content, inflammatory cell numbers, collagen gene expression, and inflammatory cytokine levels. Microarray analysis revealed that this was due to altered expression of genes caused by ectopic overexpression of SCGB3A2 that are involved in inflammation, cell dynamics, and/or cell trafficking-related functions as compared to wild-type. These changes in gene expression patterns may have affected metabolism and homeostasis of the transgenic lungs, which rendered the transgenic lungs more susceptible to BLM challenge. However the changes may be too subtle to affect lung homeostasis without challenge since we did not detect any gross metabolic or abnormal inflammatory phenotypes in the transgenic mice. 

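Table S1 holds 2 genes of the inflammation list, Ccl4 and Sele, of which Sele is also on the leukocyte movement list, and these were singled out after their values had been seen. Ccl4, well above background on 2 wild-type and 4 transgenic arrays, had a log2 fold change of 0.35 (standard error 0.15, unadjusted p = 0.0392 by limma) in the re-normalized data, and the paper's fold is 2.42. Sele was well above background on no wild-type array and 2 transgenic arrays, with a probe at the 16.6th percentile of intensity, and the paper's fold is also 2.42.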

Of most interest is that after 3 weeks, the fibrosis of *Scgb3a2*-transgenic lungs quickly resolved as compared with wild-type lungs. BLM-induced pulmonary fibrosis is known to partially resolve after weeks of BLM treatment due to unknown reasons [30–32]. Previously we demonstrated that SCGB3A2 exhibits anti-fibrotic activity [16, 24]. The anti-fibrotic activity of SCGB3A2 was due to suppression of the TGFβ-induced differentiation of fibroblasts to myofibroblasts, a hallmark of the fibrogenic process through increased phosphorylation of STAT1 and expression of SMAD7, and decreased phosphorylation of SMAD2 and SMAD3 [16]. The BLM-induced injury includes damage to and involvement of alveolar and bronchial epithelium, and decreased SCGB1A1 expression in the airway epithelial cells after BLM treatment was described following BLM [35]. In the current study, SCGB3A2 overexpression predisposed mice to a more severe phenotype 3 weeks post-BLM, at which time SCGB3A2 expression was almost at the level of wild-type mice, suggesting that changes in gene expression patterns in transgenic mice predominate in determination of the phenotype. However by 9 weeks post-BLM, the expression of SCGB3A2 in transgenic lungs recovered to levels found in pre-BLM lungs, which was significantly higher than that of wild-type lungs. Ectopic expression of SP-C was also observed in the bronchial epithelial cells, which may have contributed to the more rapid increase in SCGB3A2 expression in the transgenic lungs. Previously it was shown that after BLM administration, SP-C is co-expressed in bronchial epithelial cells with SCGB1A1, the marker for Club cells that is the site for SCGB3A2 expression [36, 37]. The temporary SP-C-positive, SCGB1A1-positive cells were suggested to eventually differentiate into type II cells during the repair after severe pulmonary injury [36, 37]. In the current study, the resolution of fibrosis coincided with the rapid increase of SCGB3A2 expression in lungs of *Scgb3a2*-transgenic mice, suggesting the anti-fibrotic activity of SCGB3A2. How SCGB3A2 promotes natural resolution of BLM-induced pulmonary fibrosis requires further studies.

In the single dose BLM model, pulmonary fibrosis develops through sequential events after BLM administration; first in inflammation phase (≤7 days), followed by fibrosis phase (≥7 days) [30]. Many compounds were reported as anti-fibrotic agents, however most of them (over 220 compounds) were given ≤7 days of BLM administration and thus considered as preventive agents. Only a handful compounds were administered in the fibrosis phase as therapeutic agents. The present studies demonstrated that expression of SCGB3A2 markedly increased in transgenic mice after the severity of fibrosis reached peak levels, and thus the situation may resemble that of SCGB3A2 being administered in the therapeutic phase, which likely resulted in the rapid decrease of fibrosis. These results are in good agreement with the previous reports using BLM-induced pulmonary fibrosis model mice with intravenously administered SCGB3A2 that SCGB3A2 possesses anti-fibrotic activity and may be used as a therapeutic agent in treatment of pulmonary fibrosis [16, 24].

## Conclusions

A transgenic mouse over-expressing SCGB3A2 in lung-specific fashion under the promoter of human SP-C gene was established. The lungs of the *Scgb3a2*-transgenic mice were histologically and functionally normal. When these mice were subjected to the BLM-induced pulmonary fibrosis model, a slightly exaggerated fibrosis was initially noted at 3 weeks post-BLM, however the fibrosis more rapidly resolved in *Scgb3a2*-transgenic mice as compared to wild-type by 6 weeks post-BLM. These results demonstrate the possible therapeutic use of SCGB3A2 in treatment of lung fibrosis.

## Additional files

Additional file 1: Figure S1. Scanning electron microscopy of wild-type (WT) and *Scgb3a2*-transgenic mouse (TG) airways. **Figure S2.** Characterization of *Scgb3a2*-transgenic embryo lungs. **Figure S3.** Lung morphometric analysis. **Figure S4.** Survival curve of wild-type (WT) and *Scgb3a2*-transgenic mice (TG) after BLM treatment. **Figure S5.** SP-C expression in wild-type (WT) and *Scgb3a2*-transgenic mouse (TG) lungs at 6 and 9 weeks post-BLM administration. Additional file 2: Table S1. Up and down-regulated genes in lungs of *Scgb3a2*-transgenic vs. wild-type mice.

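The table gives, for each of 433 probes, a gene symbol where there is one, a description, a p-value, an absolute fold change and the direction of regulation. It covers 314 gene symbols, and 114 probes have none. The fold changes and p-values follow from the deposited matrix of log2 ratios with the methods' t-test between the genotypes. With an unadjusted p under 0.05 and more than 1.5-fold, this test on the 40052 probes of the matrix called 433 probes, 268 higher and 165 lower, and all of them are the probes of the table. The fold lay within 0.01 of the table's value for 433 of 433 probes, and the p within 1% for 433 of 433. The smallest p in the table is 3.71e-05, and none passed Benjamini-Hochberg adjustment over the matrix. In all, 1100 matrix probes had an unadjusted p under 0.05, where chance gives 2003. The filter on signal used here was not applied before the test, since 7204 matrix probes were not well above background on at least 4 arrays. The table also kept 150 probes that were well above background in the sample channel on no array. A looser filter, or one on the other channel, was not tested.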

## Abbreviations

SCGB: Secretoglobin
BLM: Bleomycin

How the deposited data were processed for this re-analysis (not part of the article)

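Lung RNA of 4 wild-type and 4 Scgb3a2-transgenic mice without treatment was measured on 8 Agilent whole mouse genome arrays, each with 1 mouse in the Cy5 channel and a common reference pool in the Cy3 channel. Samples were grouped by genotype as the sample labels give it, and all 8 columns of the matrix were mapped, with 0 left out. For each array the authors deposited the output of Agilent Feature Extraction 10.10.1.1, with raw median signals, median local backgrounds and processed intensities per spot and channel. The processed signals were background-corrected and dye-normalized by this software, and the log10 ratios that the authors deposited in the same output are those of processed Cy5 over processed Cy3. The authors also deposited a matrix of log2 ratios of 40052 probes, which for probes with a single spot are the processed ratios within 0.001, with spots of the same probe combined and without centring. The methods name GeneSpring for the arrays and a t-test with P under 0.05 for the paper as a whole, and the text names no background correction, normalization, filter on dim probes or adjustment for multiple tests.

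The values reported here were computed from the raw signals in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. The output holds median and no mean spot signals, so the median signals were used where mean signals had been planned. The background was corrected per array and channel with normexp and an offset of 50, control spots were left out after that, outlier-flagged spots were left out, log2 ratios were normalized by loess within each array, and spots of a probe were averaged. The order of the normexp fit and the removal of flagged spots had not been fixed. In a first run the fit used all spots, and flagged spots whose local background far exceeded their signal (40 on wild-type replicate 1, 10 on transgenic replicate 1, 4 on transgenic replicate 2, 3 on transgenic replicate 3 and 2 on transgenic replicate 4) raised the fitted background spread in Cy5 on wild-type replicate 1 to 1900, against 0.968 without them, and compressed its log2 ratios. The results of that run had been seen when the fit was limited to unflagged spots. The first version is kept as an alternative named normexp fitted on all spots.

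A probe was tested when it was well above background in the sample channel on at least 4 of the 8 arrays, whichever the genotype, and had at least 2 values per genotype. Of 41174 probes 33970 passed the first condition and 32645 both, and 196 probes were flagged on all arrays. Values of named probes outside this filter come from the same model fitted over all probes. The test was limma's moderated test of transgenic against wild-type, two-sided, with Benjamini-Hochberg adjustment over the probes tested. Single genes were also tested by exact permutation of the genotypes, for which 4 against 4 allow a p of 0.0286 at least. Gene symbols came from the authors' matrix for 33870 probes and from the mouse reference annotation of GRCm38.p6 for 933 more, matched by transcript accession, and 6371 probes had none. The genes named were fixed by a rule before the data were examined. They are every gene the paper names that was measured, the genes labeled in Fig. 5a, and the 5 probes in each direction with the largest change, taken, since none passed the adjusted threshold, among probes past 1.5-fold and an unadjusted p under 0.05 whose groups did not overlap. A gene with several probes is given by its brightest probe, and genes of Table S1 by the table's probe. Ctgf had no value since its probe was flagged on 8 of 8 arrays. A probe well above background in only 1 genotype is given as a bound.

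The 11 gene lists (inflammation, leukocyte movement, carbohydrate metabolism, fibrosis genes of the paper, type II cell, airway epithelium, adipose, striated muscle, lymphocyte, erythroid and chemosensory receptor genes) were written after Table S1 had been read and before the array data were examined. They were tested with camera on limma's statistics with a preset correlation of 0.01, and beside it with fry and with camera under an estimated correlation. Before the data were examined 23 alternatives were set, which changed the background correction, the normalization, the channel, the filter, the variance model, the test, the blocking by slide or replicate number and the probes per gene, used the authors' matrix, or left out each mouse in turn. Another 4 were added after seeing the data, namely the methods' t-test on the authors' matrix, the slide as a block on that matrix, the scan day as a block, and normexp fitted on all spots. All 35 splits of the 8 arrays into 4 and 4 were refitted. The figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

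The fits were tested on simulated data, with 8 arrays drawn from the real means and spreads of 32645 probes, independently between probes, and 200 probes changed. For the simulated comparison of transgenic with wild-type, limma found 84% of 100 probes changed 2-fold and 98% of 100 probes changed 4-fold past an adjusted p of 0.05, and the methods' t-test found 58% and 92%. Unchanged probes fell under an unadjusted p of 0.05 in 4.72% of cases by limma. The changes were added to normalized ratios of probes that passed the filter, so the shrinking of dim ratios by the offset was not simulated. Differences shared by many probes of an array were not simulated either. The shares found therefore do not hold for dim probes such as those of Fig. 5 and most of Table S1. The precision of all values is limited by 4 mice per genotype and, for dim probes, by the signal over background. The measurements after BLM, the qRT-PCR of Fig. 5b, the histology and the protein assays were not analysed here.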

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

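Of the tests in this part, those on splits of the arrays for the gene lists, those on splits that part every slide, and those of muscle and lymphoid tissue carried along, were chosen only after the results were seen. The tests of the called probes and of the adipose list were set before, but had been run in a first version, with normexp fitted on all spots, before that fit was corrected.

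In transgenic replicate 1 the log2 ratio of Il1b was 0.078 and that of Mpp7 was -0.25, each apart from the other 3 transgenic arrays by Dixon's test. Of 88 groups tested in this way 2 stood out, and about 1 in 20 do so by chance. Without transgenic replicate 1, the log2 fold change of Il1b turned from 0.11 to -0.05. Mpp7 was well above background on 3 wild-type arrays and 1 transgenic array. No technical or biological explanation of these values was tested.

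Outside Table S1, 57 of the 75 probes past 1.5-fold and an unadjusted p under 0.05 form a set on which the paper does not report. Of the 35 splits of the 8 arrays into 4 and 4, 20 gave at least 75 such probes, so the count does not exclude chance. Among the 8 splits that part both arrays of every slide, as the genotypes do, 2 gave at least 75, and 8 splits cannot give a share under 0.05. The split by scan day, which puts 2 mice of each genotype in each group, gave 174. With the scan day as a block 44 probes were higher and 42 lower in transgenic lungs. None of these probes had an adjusted p under 0.05 by limma, against 682 probes of all tested with an unadjusted p under 0.05, and the methods' t-test also gave 0 after adjustment.

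A set of 4 gene lists that the paper does not discuss moved together in the untreated transgenic lungs by camera. The median log2 fold change of the type II cell list was -0.47, with 16 of 17 probes lower and a camera adjusted p of 9.49e-09. The striated muscle list had a median of -0.39, with 17 of 20 probes lower and a camera adjusted p of 5.95e-10, and the adipose list one of -0.29, with 13 of 16 lower and the same adjusted p. The lymphocyte list had a median of 0.30, with 13 of 16 higher and a camera adjusted p of 8.06e-07. Camera with a preset correlation treats probes of a list as nearly independent, and none of the 4 lists passed under fry, with adjusted p values of 0.489, 0.387, 0.387 and 0.387, or under camera with an estimated correlation, with 0.297, 0.161, 0.2 and 0.2, in the order given here with muscle before adipose. As many as 4 of the 35 splits moved the type II median as far from 0, 4 the striated muscle median, 8 the adipose median and 4 the lymphocyte median. Of the 8 splits that part every slide the counts were 2, 3, 4 and 2 in this order. Chance in how these 8 mice fall into groups is therefore not excluded for any of these lists.

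The type II list rests to a large part on a single mouse of each genotype. Its mean log2 ratio was 1.04 on wild-type replicate 3 and -0.27 on transgenic replicate 1, and the median log2 fold change was -0.15 without the first and -0.25 without the second. The 4 surfactant protein genes were all lower in transgenic lungs, by log2 fold changes of -0.75 for Sftpa1 (standard error 0.29), -0.57 for Sftpb (0.27), -0.60 for Sftpc (0.41) and -0.47 for Sftpd (0.16), with unadjusted p values of 0.0238, 0.0617, 0.17 and 0.0133 by limma and adjusted p values of 1. The groups overlapped for each of them, and Sftpc turned to 0.05 in the sample channel alone. The transgene was driven by the promoter of the human SP-C gene, so an effect on these cells is a biological explanation that the design names and that stays open, untested.

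Adipose tissue carried along with some lungs stays open as a candidate explanation for the adipose list. Its members went together within the genotypes, with a mean pairwise correlation of 0.355 of the deviations from the group means against a value of 0.3 set beforehand as needed. With normexp fitted on all spots, as in the first run, it was 0.288 and missed that value, so this test turned with a correction made after the results were seen. The same measure was 0.386 for the striated muscle list and 0.389 for the lymphocyte list, but also 0.442 for type II cells and 0.825 for the airway epithelium, which belong to the lung itself. Tissue carried along, adipose, muscle or lymphoid, therefore cannot be told apart by it from a change in cells of the lung. All 12 genes of the list were measured above background in these lungs, so the genes are no proof of fat by themselves, and 2 of them, Car3 and Adipoq, are in Table S1. When adjusted over the list alone, 4 probes of the adipose list passed 0.05, and 0 of each of the other 10 lists. Fabp4 had a log2 fold change of -1.14 (standard error 0.35), Car3 one of -1.33 (0.36) and Adipoq one of -0.89 (0.25). The mean log2 ratio of the list was lowest on transgenic replicate 4, at -0.47, and without that mouse the median log2 fold change was -0.16. For the striated muscle list, 14 of 15 genes were measured above background and 2 are in Table S1. For the lymphocyte list the mean log2 ratio was highest on transgenic replicate 1, at 0.39.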

How the results depend on the processing

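Of the alternatives in this part 4 were chosen after seeing the data, namely the methods' t-test on the authors' matrix, the slide as a block on that matrix, the scan day as a block, and normexp fitted on all spots. The other 23 were set before the data were examined.

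The difference in Scgb3a2 kept its direction and an unadjusted p under 0.05 under every alternative, with log2 fold changes from 0.73 without wild-type replicate 4 to 1.11 without wild-type replicate 3. No probe passed an adjusted p of 0.05 under any alternative, and the lowest adjusted p ranged from 0.378 with the scan day as a block to 1.00. The number of Table S1 probes with the table's direction ranged from 351 in the sample channel alone to 433. The type II, adipose, striated muscle, lymphocyte and fibrosis lists kept their direction and stayed past the camera threshold under all 27 alternatives. Aquantile normalization after loess leaves log ratios as they are, so its values are those reported and say nothing about stability. The 2 other filters on dim probes and the choice of 1 probe per gene give no separate values for the probes of Table S1 and Fig. 5, since these are read without a filter.

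The counts of probes past 1.5-fold and an unadjusted p under 0.05, 41 higher and 34 lower, moved most on the authors' matrix and the Agilent processed signals. Both differ from the reported setting in the background correction and the normalization. The matrix also differs in the probes tested, 40052 against 32645. On the Agilent processed signals 187 probes were higher and 184 lower, 44 and 43 at 2-fold, 432 probes of Table S1 and 20 genes of Fig. 5 passed the criterion, and Uchl1 turned to 0.0055. With limma on the authors' matrix 479 were higher and 304 lower, 181 and 116 at 2-fold, 433 probes of Table S1 and 20 genes of Fig. 5 passed, and Acta2 turned to 0.074, Scgb1a1 to 0.18 and Uchl1 to 0.0055. With the methods' t-test on that matrix 268 were higher and 165 lower, 107 and 66 at 2-fold, with the same 433 probes and 20 genes and the same values of Acta2 (0.074), Scgb1a1 (0.18) and Uchl1 (0.0055). With the slide as a block on that matrix 584 were higher and 379 lower, 203 and 106 at 2-fold, 402 probes of Table S1 and 20 genes of Fig. 5 passed, and Acta2 was 0.074, Scgb1a1 0.18 and Uchl1 0.0055. With a normexp offset of 0, 116 were higher and 105 lower, 18 and 11 at 2-fold, 119 probes of Table S1 and 5 genes of Fig. 5 passed, and the inflammation list passed at a median of 0.082 (camera adjusted p = 0.0156). These settings share small or no offsets, under which ratios of dim probes spread more, and beyond this construction the cause was not tested.

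Normexp fitted on all spots was the first version of the reported setting, replaced after its results had been seen. With it 10 probes were higher and 23 lower, 2 and 4 at 2-fold, 8 probes of Table S1 passed, Scgb1a1 turned to 0.060 and Uchl1 to 0.0054, and the chemosensory list passed at a median of -0.047 (camera adjusted p = 0.00168). Here the compressed log ratios of wild-type replicate 1, with a standard deviation of 0.112 against 0.488, are known, and how far they account for the counts was not tested. With median-centring in place of loess, 27.6% of the called probes were higher, against 54.7%, with 29 higher and 76 lower, 16 lower at 2-fold, and the median of all probes moved by -0.05. There Mbd2 turned to 0.018, Mmp2 to -0.023, the airway list to -0.0086 and the leukocyte movement list to -0.0099, while inflammation passed at 0.028 (camera adjusted p = 0.0178) and the chemosensory list at -0.00020 (0.00555).

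In the sample channel alone Sftpc turned to 0.054 and the carbohydrate list to 0.021, and the inflammation list passed at 0.097 (camera adjusted p = 0.0155). With array weights 26 probes were higher and 24 lower at 1.5-fold, and 5 and 4 at 2-fold, Col12a1 turned to 0.0062, Il1b to -0.021, Scgb1a1 to 0.049, the airway list to -0.0063 and the carbohydrate list to 0.026, and the chemosensory list passed at -0.037 (camera adjusted p = 0.00858). The methods' t-test gave 16 higher and 11 lower, 2 and 2 at 2-fold. Trend and robust variance gave 3 higher at 2-fold, and 1 probe per gene, with 17872 probes tested, 20 lower at 1.5-fold and 2 higher at 2-fold. With outlier-flagged spots kept 2 probes were lower at 2-fold, Acta2 turned to 0.051, Col4a1 to -0.011 and Scgb1a1 to 0.18. With the slide as a block 80 probes were higher, 25 of them at 2-fold, and the inflammation list passed at 0.071 (camera adjusted p = 0.043). With the scan day as a block Scgb1a1 turned to 0.016. The cause was not tested for the settings of this paragraph.

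The labels number the mice of both genotypes from 1 to 4, and the correlation of the deviations of same-numbered mice was 0.32, 0.251, -0.079 and -0.21, so the numbers do not pair the mice. For the arrays of the same slide it was 0.32, 0.251, 0.296 and 0.0682, all above 0. Pairs on different slides lay between -0.322 and 0.205, a range that holds the value of 0.0682, so the sign alone shows no slide effect. The slide is shared by both arrays of a pair by design, which the reported setting leaves out and the slide as a block takes in (80 higher and 41 lower). With the replicate block 17 probes were higher at 2-fold, against 6, and Sftpb, Sftpc and Brca2 came under an unadjusted p of 0.05 by limma, at 0.0414, 0.0274 and 0.0478. No other count moved by more than 1.5 times.

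Leaving out each mouse in turn gave 20 to 104 probes higher and 27 to 89 lower at 1.5-fold, and 1 to 56 higher and 5 to 18 lower at 2-fold. The highest count of higher probes came without transgenic replicate 4. Of the genes of Fig. 5, 0 to 1 passed. The log2 fold change of Col12a1 ranged from -0.26 to 0.15, that of Il1b from -0.054 to 0.20, of Mmp2 from -0.041 to 0.25, of Scgb1a1 from -0.28 to 0.18 and of Uchl1 from -0.25 to 0.093. The median of the airway list ranged from -0.11 to 0.16, of the carbohydrate list from -0.043 to 0.025, of the chemosensory list from -0.055 to 0.022, of the erythroid list from -0.23 to 0.16, of the inflammation list from 0.0059 to 0.099 and of the leukocyte movement list from 0.042 to 0.18. The leukocyte movement list no longer passed camera without wild-type replicate 3 (adjusted p = 0.113) or transgenic replicate 1 (0.181), and the inflammation list passed without wild-type replicate 1 (0.0261), transgenic replicate 3 (0.0352) or transgenic replicate 4 (0.000988). The airway list passed as higher without wild-type replicate 3 (0.0171) and as lower without transgenic replicate 1 (0.00705), the chemosensory list without wild-type replicate 2 (0.00641) or transgenic replicate 1 (0.000177), and the erythroid list without transgenic replicate 2 (0.00669). With 3 mice in a group the test has less information by construction. Signal over background limits what can be said of dim probes, and 256 of the 433 probes of Table S1 were not well above background on at least 4 arrays.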

Differences from the paper's values

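The paper's count of genes higher in transgenic lungs is 268 and its count of lower genes is 165, at more than 1.5-fold and P under 0.05, and the counts found here were 41 and 34 probes. Among the alternatives set before the data were examined, the Agilent processed signals gave 187 and 184, which lie within 1.5 times of the paper's counts, and the other 22 did not, with the authors' matrix under limma at 479 and 304. The methods' t-test on the authors' matrix, chosen after seeing the values, gave 268 and 165.

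At more than 2-fold the paper's Table S1 holds 107 probes higher and 66 lower, and the counts found here were 6 and 7. None of the 23 alternatives set before the data were examined came within 1.5 times of these counts, the nearest being the Agilent processed signals for the lower probes, with 43, and the authors' matrix for the higher probes, with 181. The methods' t-test on the authors' matrix, chosen after seeing the values, gave 107 and 66.

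Of 14 genes of Table S1 whose folds were compared, the paper's fold was over 1.5 times the one found here for 9, and for Scgb3a2, Erdr1, Cyp2a4, Car3 and Adipoq the values lay within that limit. Erdr1 left the limit, against the paper's 2.87, with the slide or the replicate number as a block (1.68) and without wild-type replicate 2 (1.86). The paper's fold of Iglv1 is 3.09 in transgenic over wild-type lungs and the one found here was 1.36. For Brca2 the paper's fold is 2.02 against 1.15, for Ccl4 it is 2.42 against 1.27, and for Atcay it is 3.36 against 1.78. In wild-type over transgenic lungs, the paper's fold of Xpo1 is 2.2 against 1.14 here, that of Hrasls 2.09 against 1.097, that of Mbd2 2.17 against 1.05, that of Isl2 2.58 against 1.21 and that of Mpp7 2.62 against 1.11. The Agilent processed signals and the authors' matrix came within the limits used for all 9 genes, and a normexp offset of 0 did so for Iglv1 (2.08), Brca2 (1.46), Ccl4 (2.17), Xpo1 (1.60), Isl2 (1.86) and Atcay (2.69). The other alternatives set before the data were examined did not. The probes of Brca2, Hrasls and Mbd2 did not pass the filter on dim probes, so the folds found here for these 3 are mostly background. The 2 added analyses of the authors' matrix, chosen after seeing the values, use the same folds as that matrix.

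Of the genes labeled in Fig. 5a, 20 pass the paper's criterion in Table S1 and 0 passed it here. The Agilent processed signals and the authors' matrix called 20 of them, a normexp offset of 0 called 5, and leaving out transgenic replicate 4 called 1. Of the 433 probes of Table S1, 18 passed here, 432 on the Agilent processed signals, 433 on the authors' matrix and 119 with a normexp offset of 0. The offset of the reported setting shrinks the ratios of dim probes, so the low counts found here do not exclude changes of 1.5-fold.

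The paper proposes higher expression of genes tied to inflammation in transgenic lungs. The inflammation list written for this work shares only 2 genes with Table S1, so it is another set than the paper's molecules. It had a median log2 fold change of 0.07, with 29 probes higher and 16 lower, and did not pass the camera test (adjusted p = 0.0829). It passed with a normexp offset of 0, with median-centring, in the sample channel alone, with the slide as a block, and without wild-type replicate 1, transgenic replicate 3 or transgenic replicate 4.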

Other observations

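Of the tests in this part, those of the low signal of Table S1 probes, of the reference channel, of splits that part every slide, of a mislabelled sample, of bright probes on wild-type replicate 3, of scan days, also for Scgb3a2, of Scgb3a2 relative to the airway list and of the reference pool, and the splits for single gene lists, were chosen only after the result was seen. The others were set before, but had been run in a first version before the normexp fit was corrected.

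The probes of Table S1 raise the question of how much of the table is technical. As many as 26 of the 35 splits of the 8 arrays gave at least 433 probes past the paper's criterion with the methods' t-test on the authors' matrix, from 345 to 1116 in the other splits, so the count does not exclude chance. The split by scan day gave the 1116. Splits that leave both arrays of a slide in a group also carry differences between slides. Among the 8 splits that part every slide 3 gave at least 433 probes, the others apart from the genotypes ranging from 358 to 510, and 8 splits cannot give a share under 0.05. With the slide as a block on the matrix 584 probes were higher and 379 lower. Of the table's probes 59.1% were not well above background in the sample channel on at least 4 arrays, against 18.0% of all matrix probes (Fisher's exact test, p = 5.04e-82). The Cy3 channel holds the same pool on every array, so a change in the lungs would be in the sample channel. It carried a median of 43.7% of the change in ratio of the table's probes. Selection by ratio raises this share by itself, and the calls of the other splits, selected in the same way, had a median share of 11.3% to 53.4%. As many as 30 of the 35 splits lay at or below the genotypes, so the table's calls carried no less of their change in the reference channel than calls of other splits. Among the splits that part every slide 7 of 8 did so. Of 237 other tested probes of the table's genes, 55.7% went in the table's direction, with a median change of 0.02 on the log2 scale (exact binomial test, p = 0.0910). These values are in line with noise of dim probes as a source of many of the table's calls, and do not show it for any single probe. They do not say which single genes changed, and the qRT-PCR of Fig. 5b, measured apart from the arrays, was not analysed here.

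Fewer probes had an unadjusted p under 0.05 than the 5% that chance gives, 2.09% by limma. Differences shared by many probes within a group could do this. Without transgenic replicate 1, which correlated least with its group (mean r = 0.701), the share was 3.33%, but it was 3.63% without wild-type replicate 4, so the array farthest from its group gave no larger rise than another one, and this explanation cannot be told apart from others with 4 arrays per group. How to read this test was settled after its value had been seen. With the scan day as a block the share was 2.44%, which argues against scan days as the whole cause. With the slide as a block it was 3.69%, and with array weights 3.69%. The split by scan day nevertheless gave 3750 probes with an unadjusted p under 0.05 where the genotypes gave 682, and 3 past an adjusted p of 0.05 where the genotypes gave 0. Each scan day holds 2 mice of each genotype.

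Scgb3a2 overlapped between the genotypes at wild-type replicate 3 and transgenic replicate 2, arrays of different scan days. Within the scan days 0 wild-type arrays reached the lowest transgenic array of the same day, so differences between scan days may account for the overlap, with only 2 arrays of each genotype per day. With the scan day as a block the log2 fold change of 0.88 had a standard error of 0.17, against 0.24, and an unadjusted p of 0.000309 by limma. The airway epithelium list, which leaves out Scgb3a2, was 0.472 higher on this array than on the other wild-type arrays, so more airway tissue in this sample may add to its Scgb3a2 level. The rise was not specific to the airway, since among the wild-type arrays this one was also the highest for the type II (1.04), striated muscle (0.78) and erythroid (0.89) lists. A swap with a transgenic mouse finds no partner, since 0 transgenic arrays had an Scgb3a2 ratio among those of the other wild-type arrays, although a single wrong label is not excluded by this. An offset of bright probes on this array is argued against by the mean log2 ratio of the brightest 1% of probes, only 0.0688 above that of the next array. Once the mean of the airway list was subtracted on each array, 0 wild-type arrays reached the lowest transgenic array. The mean of the airway list was itself 0.81 on the arrays of the first scan day and 0.49 on those of the second, so airway tissue and scan day are not independent here. The remaining log2 ratios were -0.76 ± 0.25 (SD, n = 4) in wild-type and 0.16 ± 0.13 (SD, n = 4) in transgenic lungs (exact permutation test, p = 0.0286, the smallest that 4 against 4 allow). This is a hypothesis found on the same arrays, under which the amount of airway, or the scan day, adds to the spread of Scgb3a2 and the transgene adds the difference of 0.92.

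Among the remaining lists, the 13 fibrosis genes of the paper had a median log2 fold change of 0.18 in untreated transgenic lungs, with 20 of 25 probes higher, a camera adjusted p of 0.000299, a fry adjusted p of 0.156 and 0.108 with an estimated correlation. Only 1 of the 35 splits, that of the genotypes, moved the median as far, so chance in how the mice fall into groups is unlikely for this list taken alone, but 11 lists were tested, and among the 8 splits that part every slide 1 in 8 is the smallest share possible. With each mouse left out in turn the median was between 0.07, without wild-type replicate 3, and 0.18, and it was 0.08 with median-centring and 0.09 with normexp fitted on all spots. Col1a1 had a log2 fold change of 0.36 (standard error 0.16, unadjusted p = 0.0436 by limma) and Col3a1 one of 0.36 (standard error 0.13, unadjusted p = 0.0177 by limma), both with an adjusted p of 1 and overlapping groups. With median-centring the unadjusted p values by limma were 0.109 for Col1a1 and 0.0897 for Col3a1, and with normexp fitted on all spots that of Col1a1 was 0.352. With the slide as a block, in a fit over all probes, they were 0.00712 for Col1a1 and 0.00312 for Col3a1. On each of the 4 slides the transgenic array was the higher for both genes. The paper measured these genes by qRT-PCR after BLM or PBS, other conditions than those of the arrays. The log2 fold changes of Col4a1, Col5a2, Mmp2, Mmp12, Smad7 and Aqp1 were 0.21, 0.18, 0.08, 0.22, 0.19 and 0.23, and those of Col12a1, Acta2, Pdpn, Uchl1 and Scgb1a1 were -0.12, -0.07, -0.25, -0.03 and -0.10, none with an unadjusted p under 0.05. Among these, Col4a1, Mmp2, Col12a1, Acta2, Uchl1 and Scgb1a1 changed sign under at least 1 alternative. Ctgf was flagged on 8 arrays and had a log2 fold change of -0.34 (standard error 0.17) with flagged spots kept. No technical explanation other than chance was tested for the fibrosis list.

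The leukocyte movement list moved as far in 13 of the 35 splits, the inflammation list in 14, the carbohydrate list in 23, the airway list in 28, the erythroid list in 31 and the chemosensory receptor list in 34, so chance is not excluded for any of these lists. Among the 8 splits that part every slide the counts were 3, 1, 8, 6, 7 and 8 in this order. The airway list had a median of 0.04 and a mean of -0.02, with a camera adjusted p of 0.819, and the erythroid list a median of 0.04 with 0.862. The chemosensory list, 702 probes of olfactory, vomeronasal and trace amine receptors, had a median of -0.01 with a camera adjusted p of 0.509. Table S1 holds 23 chemosensory probes, 18 of them higher.

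Some genes of fibrosis and inflammation lay far below the reference pool on every array of both genotypes. Of the probes of the lists, 17 of 26 for fibrosis and 18 of 46 for inflammation were below the pool on all arrays, and the median of the inflammation list was -0.21. The mean log2 ratio over the 8 arrays was -2.92 for Timp1, -2.60 for Spp1, -3.21 for Retnla, -2.96 for Mmp12, -3.53 for Saa3 and -2.51 for Arg1, and no array was above -1.27 for any of them. For Col3a1 it was -1.14, and Tnf was above the pool on some arrays. These genes were singled out after their values had been seen. An equal mix of the 8 lungs would lie amid them. The median over the fibrosis list of the mean log2 ratio was -0.672, and 0% of 10000 random lists of the same size and intensity lay as low. The share was also 0% for the inflammation and leukocyte movement lists, and 0.71% for the lymphocyte list. A candidate explanation is that the pool also held RNA of other lungs, such as injured ones. The test has limits, since the airway, type II, adipose, muscle, erythroid and chemosensory lists lay above 99% or more of their random lists, and the random lists do not carry the correlation of real ones. Dye bias of single probes cannot be told apart from such a pool, since 0 arrays had the dyes swapped. The comparison of the genotypes uses the same pool on both sides.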
